# Transcriptomic analysis of loss of Gli1 in neural stem cells responding to demyelination in the mouse brain

**DOI:** 10.1038/s41597-021-01063-x

**Published:** 2021-10-28

**Authors:** Jayshree Samanta, Hernandez Moura Silva, Juan J. Lafaille, James L. Salzer

**Keywords:** Multiple sclerosis, Neural stem cells

## Abstract

In the adult mammalian brain, Gli1 expressing neural stem cells reside in the subventricular zone and their progeny are recruited to sites of demyelination in the white matter where they generate new oligodendrocytes, the myelin forming cells. Remarkably, genetic loss or pharmacologic inhibition of Gli1 enhances the efficacy of remyelination by these neural stem cells. To understand the molecular mechanisms involved, we performed a transcriptomic analysis of this Gli1-pool of neural stem cells. We compared murine NSCs with either intact or deficient Gli1 expression from adult mice on a control diet or on a cuprizone diet which induces widespread demyelination. These data will be a valuable resource for identifying therapeutic targets for enhancing remyelination in demyelinating diseases like multiple sclerosis.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA
Technology Type(s)	RNA sequencing
Factor Type(s)	genotype • diet
Sample Characteristic - Organism	Mus musculus
Sample Characteristic - Location	United States

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.16543485

## Background & Summary

Multiple Sclerosis (MS) is the most common cause of neurological disability in young adults^1^ and is characterized by inflammatory demyelination leading to axonal injury. In addition to preventing immune-mediated demyelination, a major therapeutic goal in MS is to enhance new myelin sheath formation by remyelination which prevents the loss of axons and restores function^2–4^. The nervous system is capable of remyelination as observed in autopsy specimens from MS patients characterized by short, thin myelin sheaths^5–8^. However, remyelination ultimately fails, particularly in MS patients with progressive disease^8,9^ and the factors that limit remyelination remain poorly understood^9,10^.

There are three sources of remyelinating cells in the adult brain - neural stem cells (NSCs)^11–13^, oligodendrocyte progenitor cells (OPCs)^14–16^ and mature oligodendrocytes^17,18^. NSCs reside in the subventricular zone (SVZ) while the OPCs and oligodendrocytes are present throughout the parenchyma in the adult brain and are recruited locally to regenerate myelin in demyelinated lesions^15,19^. Furthermore, NSCs can promote remyelination either by replenishing the adult OPCs recruited into lesions, or as a direct source of oligodendrocytes themselves. Consistently, prior studies have shown that NSCs in the SVZ are activated by local demyelination, migrate out and differentiate into OPCs that generate remyelinating oligodendrocytes^11,13,14,20^. Indirect marker studies of postmortem brains further suggest that NSCs proliferate during acute attacks of MS and are a source of remyelinating cells in the human brain^12,21,22^. More importantly, ablating NSCs results in axonal loss highlighting their significant functional contribution to remyelination^23^. Taken together, these studies suggest remyelination by NSCs protects axons. Thus, enhancing remyelination by NSCs is expected to provide a neuroprotective strategy in MS.

The adult SVZ is comprised of a functional, quiescent neural stem cell population, which are multipotent, divide slowly, self-renew, and give rise to proliferating, transit-amplifying cells^24^. There is considerable heterogeneity among these NSCs, indicated by their expression of specific transcription factors and generation of distinct cells during homeostasis and in response to injury^25^. One NSC subset, which is enriched in the ventral SVZ, expresses the transcription factor Gli1 and generates interneurons in the olfactory bulb and astrocytes in the healthy mouse brain^26,27^. This population of NSCs is also present in the human SVZ^27^ as well as in NSCs derived from human induced pluripotent stem cells and human embryonic stem cells^28^. Remarkably, and in contrast to its fate in the healthy adult brain, this Gli1 pool of NSCs is specifically recruited to the white matter in response to demyelination and goes on to differentiate into remyelinating oligodendrocytes^20,27,29^. Inhibition of Gli1 in these cells further enhances their remyelination potential and is neuroprotective resulting in functional improvement in mouse models of MS^27,28^. Importantly, Gli1 expressing stem-like cells respond to injury in other organs like the liver, lung, bone marrow, kidney and heart with loss of Gli1 resulting in attenuated injury in these organs^30–37^. Thus, inhibition of Gli1 is potentially an important therapeutic strategy for regenerative medicine and the molecular mechanisms by which Gli1 affects stem cell repair may be shared in many different types of tissues.

We performed a transcriptomic analysis to identify Gli1-regulated genes that affect NSC recruitment and generation of remyelinating oligodendrocytes by comparing the mRNA expression between NSCs with genetic loss of Gli1 and those with intact Gli1 expression from both healthy and demyelinated adult mouse brains (Fig. 1). These data will be valuable not only for future remyelination studies but may also provide mechanistic insights into the shared principles of regeneration across organs.

**Fig. 1:**
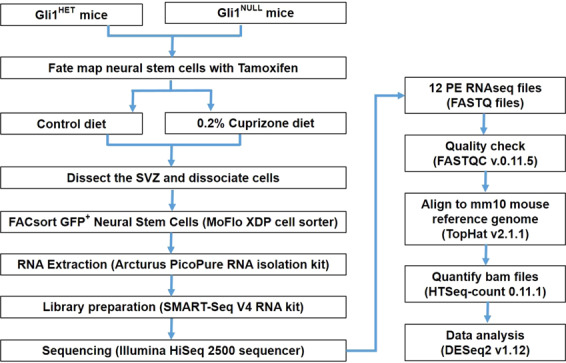
Schematic overview of the study design. The flowchart demonstrates the experimental design and data analysis.

## Methods

### Fate-mapping of neural stem cells and demyelination

All the mice had access to food and water *ad libitum* and were housed in a room with 12 hour dark/light cycle. The genetically modified mice belonged to C57bl/6 strain and were maintained according to protocols approved by New York University Medical Center’s IACUC. The *Gli1*^*CreERT2/*+^ mice (Jax # 007913) which have CreERT2 knocked into the Gli1 locus were bred with the reporter Rosa-CAG-EGFP-LoxP (RCE) (Jax# 032037) mice to generate *Gli1*^*HET*^ (*Gli1*^*CreERT2/*+^;*RCE*) with intact *Gli1* expression and *Gli1*^*NULL*^ (*Gli1*^*CreERT2/CreERT2*^;*RCE*) mice with global knockout of *Gli1*. To permanently label the Gli1 pool of NSCs with GFP, we administered 5 mg tamoxifen (Sigma) in corn oil on alternate days for a total of four intraperitoneal injections to 10 week old mice^27,38^. We did not observe any labeling in the absence of tamoxifen administration. Mice used for GFP negative controls received intraperitoneal injections of corn oil without Tamoxifen. A week after the last dose of tamoxifen/corn oil, the demyelinated group was fed 0.2% cuprizone in the chow for 3 weeks while the healthy control group remained on regular chow. Cuprizone diet induces apoptosis of mature oligodendrocytes leading to maximum demyelination of the white matter corpus callosum after 5 weeks of continuous feeding^39^. Here, we used 3 weeks of cuprizone diet for our analysis since we previously found that *Gli1*^*NULL*^ NSCs in the SVZ have significantly higher proliferation at this timepoint compared to *Gli1*^*HET*^ SVZ, suggesting that maximal activation of NSCs coincides with this early stage of demyelination^27,40^.

### Dissection of SVZ

Brain tissues were harvested from 6 mice (3 Males and 3 Females) per genotype (*Gli1*^*HET*^ and *Gli1*^*NULL*^) per diet (cuprizone and control) after euthanizing them with CO_2._ The brain was removed gently out of the skull and immediately transferred to a Petri dish chilled on ice and placed with the dorsal surface facing up on a chilled acrylic mouse brain matrix. The brains of mice were dissected according to previously published protocols^38^. Coronal sections of 1 mm thickness were made from the rostral end of the brain up to the dorsal hippocampus posteriorly, using a chilled sharp razor blade. The SVZ was identified as a thin layer of tissue lining the medial and lateral walls of the lateral ventricles and carefully dissected under a microscope from each coronal brain section.

### Dissociation and FACsorting of neural stem cells

For each RNA sample, the SVZ from one female and one male mice was pooled together. Overall, we had 3 RNA samples/genotype from control diet group and 3 RNA samples/genotype from cuprizone diet group in this study. The SVZ was then dissociated into single cell suspension following the manufacturer’s protocol in the papain dissociation kit (Worthington Biochemicals # LK003150)^41^. Briefly, the dissected SVZ tissue was minced using iris scissors and digested by incubating in a solution containing 20 Units/ml papain and 0.005% DNase for 30 minutes at 37 °C. Subsequently, the papain was inactivated with albumin-ovomucoid inhibitor and the digested tissue was needle triturated to obtain a cell suspension^41^.

The cell suspension was passed through a 50 µm celltrix filter (Sysmex-Partec # 04-0042-2317) immediately before FACsorting the GFP+ NSCs using a MoFlo XDP cell sorter (Beckman Coulter) in the NYU Cytometry core facility. NSCs harvested from *Gli1*^*NULL*^ mice treated with corn oil served as negative controls for FACsorting. A forward scatter vs. side scatter dot plot was first used to gate the primary cell population and eliminate dead cells and debris. The gating was further refined to exclude doublets to finally select GFP+ cells (Fig. 2, Gating strategy exemplified by magenta arrows). In order to minimize any perturbation of gene expression, we performed cell sorting based on cell size and GFP expression immediately after obtaining a single cell suspension without manipulating the cells. To prevent the perturbation of gene expression, we did not add a viability dye to the cells during the FACsorting. However, we used 10 µl of the sorted GFP+ cells in phosphate buffered saline (PBS) for trypan blue cell viability assay and quantified the clear viable cells along with the blue stained dead cells using a hemocytometer^42^. All our FACsorted samples consisted of more than 95% viable cells. On average, the cell sorting yielded 17,666.7 ± 4163.3 GFP+ cells in the *Gli1*^*HET*^ healthy group on control diet, 7,833.3 ± 2,112.7 GFP+ cells in the *Gli1*^*HET*^ demyelination group on cuprizone diet, 41,333.3 ± 5033.2 GFP+ cells in the *Gli1*^*NULL*^ healthy group on control diet and 34,000 ± 10,816.7 GFP+ cells in the *Gli1*^*NULL*^ demyelination group on cuprizone diet.

**Fig. 2:**
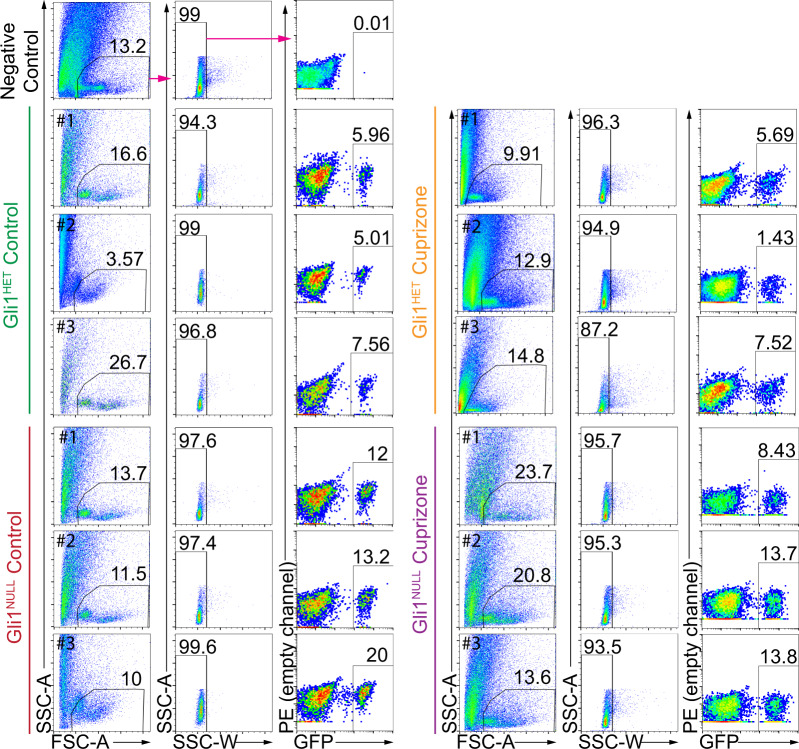
Flow cytometry analysis displaying the gating strategy used to sort fate-mapped neural stem cells. The negative control (top row) displays the gating strategy highlighted by the magenta arrows. The same strategy was applied for all samples in the figure. Fate-mapped, (i.e. GFP+) neural stem cells were purified from each of the samples depicted in the figure and processed for RNAseq. Percentage of gated cells is displayed above the selected area and the sample number is indicated in the top left corner of each dot plot. SSC- Side scatter, FSC- Forward scatter.

### Total RNA isolation

The GFP positive neural stem cells were collected in RNA extraction buffer (Arcturus PicoPure RNA isolation kit, Applied Biosystems # 12204-01) after FACsorting and total RNA was isolated following the manufacturer’s instructions. The isolated RNA was eluted in 15 µl of elution buffer following on column DNase1 treatment using RNase-free DNase set (Qiagen # 79254). The total RNA was assessed for RNA integrity with a bioanalyzer (Agilent) in the NYU Genome Technology Center (Table 1). RNA samples with a RIN of more than 8 were submitted to NYU Genome Technology Center for Next Generation Sequencing (NGS).

**Table 1:** RNA quality of samples.

RNA quality		
Condition	RNA conc (pg/ul)	RNA Integrity Number (RIN)
Gli1-Het control diet-1	423	10
Gli1-Het control diet-2	931	8.5
Gli1-Het control diet-3	377	8.8
Gli1-Het cuprizone diet-1	186	8
Gli1-Het cuprizone diet-2	1209	9
Gli1-Het cuprizone diet-3	471	9
Gli1-Null control diet-1	1124	10
Gli1-Null control diet-2	1890	10
Gli1-Null control diet-3	927	8.6
Gli1-Null cuprizone diet-1	2041	10
Gli1-Null cuprizone diet-2	993	9.1
Gli1-Null cuprizone diet-3	1319	10

The RNA concentration and RNA integrity number (RIN) of all the samples.

### Library preparation and RNA sequencing

The mRNA was purified and cDNA was synthesized with the mRNA fragments as templates using SMART-Seq V4 RNA kit (Clontech # 634889). The sequencing libraries were generated using Nextera XT DNA Library Preparation Kit (Illumina #FC-131-1024), which uses an engineered transposome to simultaneously fragment and barcode the cDNA, adding unique short adapter sequences. The barcoded cDNAs were then amplified by 6 cycles of PCR and their quality was checked for size, quantity and integrity by TapeStation system (Agilent) as well as qPCR for precise quantification. The generated libraries were then mixed for multiplexing on 3 lanes and sequenced on Illumina HiSeq 2500 platform with 150 bp paired end modules, which yielded mapped reads in the range of 16–39 million per sample.

### Data transformation and downstream analysis

The data were transformed and analyzed by a bioinformatician in the NYU Genome Technology Center. Briefly, the raw sequencing data files were initially processed using FASTQC v.0.11.5 in order to perform quality control checks. Subsequently the Fastq files were aligned to the mm10 mouse reference genome with TopHat v2.1.1. About 93% to 96% of the RNAseq reads, including R1 reads in the 5′ to 3′ forward direction and R2 reads in the reverse direction, mapped to the mouse genome using the Ensembl gene annotation system^43^. The aligned bam files were then quantified for gene expression values utilizing HTSeq-count 0.11.1. Finally DESeq 2 v1.12 was used for analysis of the quantified count matrix^44^. Genes that had an adjusted p-value (False Discovery Rate) of less than 0.05 were considered significantly different for respective pairwise comparisons.

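RNA was sequenced from NSCs that carried GFP and had been isolated by FACS from the SVZ of Gli1Het and Gli1Null mice after 3 weeks on a control diet or on a diet with 0.2% cuprizone, a copper chelator that kills oligodendrocytes and demyelinates the corpus callosum. The CreERT2 recombinase is knocked into the Gli1 locus, so that each copy of it replaces a working copy of Gli1 and, after tamoxifen, switches on the GFP reporter. Each of the 4 groups held 3 libraries, and the paper describes each library as a pool of the cells of 2 mice, a male and a female. The p-values therefore measure the spread between pools of mice. The authors aligned the read pairs to the mm10 build with TopHat 2.1.1 and counted them per gene with HTSeq 0.11.1. These counts per gene were analysed, and the same counts divided by 1 size factor per library were used as a check. Between 54.5% and 58.4% of the uniquely aligned reads of a library were matched to no annotated feature in the counting and were left out. Counts in genes ranged from 13752801 to 27729459 (median 23820977) in the Gli1Het control libraries and from 14059223 to 29879800 (median 15068778) in the Gli1Het cuprizone libraries. They ranged from 27307762 to 30823443 (median 30381475) in the Gli1Null control libraries and from 27703507 to 32468063 (median 31962402) in the Gli1Null cuprizone libraries, so the Gli1Het libraries were shallower and less even. The paper gives 16 to 39 M mapped reads per sample, and the values here rest on the counts in genes. Of 37991 genes, the 17623 that passed a filter built on a minimum count of 10 were tested with edgeR's quasi-likelihood test in 1 model of all 12 libraries, with TMM factors and Benjamini-Hochberg adjustment. The study used DESeq2, and DESeq2 1.42.0 was run beside edgeR. Levels are given in counts-per-million (CPM) of the counts in genes. Genes that overlap others may share or lose reads, since reads that fit more than 1 gene were not counted. The comparisons, their edgeR test, the gene lists and the rule for naming genes were set before the data were examined, with the paper's tables at hand.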

## Data Records

The sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE162683^45^. Table 2 lists the accession number for each sample. The data related to RNA quality, barcode lane statistics, RNA read counts, alignment statistics, DEseq 2 expression counts and the data comparison between the groups have been deposited in Figshare^46^.

**Table 2:** NCBI GEO accession numbers of samples.

NCBI Geo accession number	
Samples	Accession
Gli1-Het control diet-1	GSM4956878
Gli1-Het control diet-2	GSM4956879
Gli1-Het control diet-3	GSM4956880
Gli1-Het cuprizone diet-1	GSM4956881
Gli1-Het cuprizone diet-2	GSM4956882
Gli1-Het cuprizone diet-3	GSM4956883
Gli1-Null control diet-1	GSM4956884
Gli1-Null control diet-2	GSM4956885
Gli1-Null control diet-3	GSM4956886
Gli1-Null cuprizone diet-1	GSM4956887
Gli1-Null cuprizone diet-2	GSM4956888
Gli1-Null cuprizone diet-3	GSM4956889

Accession number of the samples included in the the NCBI GEO submission GSE162683.

## Technical Validation

### FACsorting

Since *Gli1*^*NULL*^ mice carry two copies of the *CreERT2* allele, they would be expected to have a higher probability of tamoxifen independent leaky GFP expression. Hence, we used cells isolated from the brains of *Gli1*^*NULL*^ mice but injected with corn oil instead of tamoxifen such that GFP is not expressed, as our negative control for FACsorting. These GFP negative cells were used to set up the gating parameters before GFP positive cells were sorted which ensured that only GFP positive neural stem cells were collected after sorting (Fig. 2).

### RNA quality

The quality of total RNA was assessed by RNA Integrity Number (RIN) using the Agilent Bioanalyzer. Following the standard practice in NGS, we used RNA with RIN >8 for our sequencing analysis^47^ (Table 1).

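Transcripts of the mitochondrial genome, whose share rises in stressed or broken cells, took 0.606% ± 0.0323 (SD, n = 3) of the counts in genes in Gli1Het control NSCs and 0.734% ± 0.189 in Gli1Het cuprizone NSCs. In Gli1Null NSCs their share was 0.802% ± 0.159 on the control diet and 0.883% ± 0.184 on cuprizone. The 10 most abundant genes of each library took 2.87% to 4.58% of its counts. Gli1Het libraries had counts in 21446 ± 1409 genes on the control diet and in 20999 ± 1408 on cuprizone. Gli1Null libraries had counts in 21806 ± 23.3 genes and 21578 ± 171 genes on these diets, a narrower spread at their more even depth. In the paper's Table 1 the RIN of the 12 RNA samples lay between 8 and 10, and the Gli1Het cuprizone samples had a RIN of 8, 9 and 9 in replicates 1, 2 and 3.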

### Genotypic and phenotypic assessment

Before harvesting the neural stem cells, we collected the tail tissue from all the mice following euthanasia. These tissues were used for PCR analysis to reconfirm the genotypes of the mice used to isolate neural stem cells. We also obtained a higher number of GFP positive cells from *Gli1*^*Null*^ mice compared to *Gli1*^*Het*^ mice, consistent with higher proliferation rates of NSCs in the *Gli1*^*Null*^ mice^27^, further validating their phenotype. An analysis of differential gene expression in healthy *Gli1*^*Het*^ NSCs vs. healthy *Gli1*^*Null*^ NSCs showed a significant difference in the expression of only one gene i.e. *Gli1*, which not only confirmed the genotype but also confirmed the well-established lack of phenotype in the healthy *Gli1*^*Null*^ mice^48^ (Fig. 3). In contrast, there were substantial differences (i.e. 1507 genes) in the transcriptomes of *Gli1*^*Het*^ vs. *Gli1*^*Null*^ NSCs fed with cuprizone diet for 3 weeks (Fig. 3, Table 3), consistent with their very distinct responses to demyelination. Many of these genes were downregulated in the nulls in agreement with the role of Gli1 as a transcriptional activator^49,50^. 

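Gli1 encodes the zinc finger transcription factor that Hedgehog signalling induces and lies on the minus strand of chromosome 10 of mm10 from 127329882 to 127341974. Its level was 8.66, 18.1 and 17.4 CPM in replicates 1, 2 and 3 of the Gli1Het control NSCs, and 0.365, 0.389 and 0.295 CPM in those of the Gli1Null control NSCs. In Gli1Het cuprizone NSCs it was 21.1 CPM in replicate 1 and 3.8 CPM (95% Poisson interval 2.86 to 4.96) in replicate 3. In the library labelled Gli1Het cuprizone replicate 2 it was 0.820 CPM (95% Poisson interval 0.530 to 1.21), which overlaps the range of 0.471 to 0.761 CPM in the Gli1Null cuprizone libraries. The paper genotyped the tail tissue of all mice by PCR and sorted more GFP-positive cells from Gli1Null than from Gli1Het mice, as group means, and both genotypes carry the CreERT2 allele that the GFP gate depends on.

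**Figure D1:**
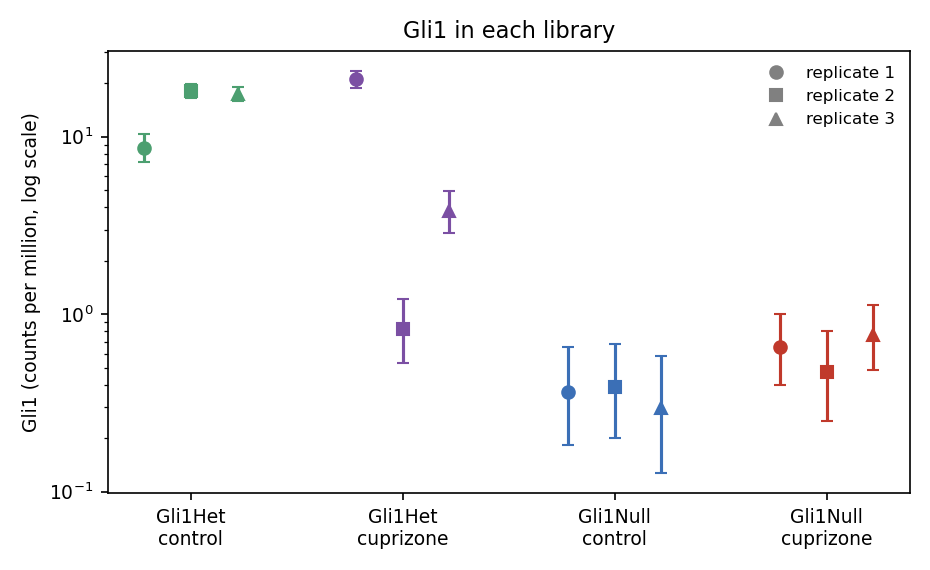
Gli1 in each of the 12 libraries in CPM, on a log scale, by group. Points are single libraries, with 1 symbol per replicate number, and bars are 95% Poisson intervals, which cover counting error only. The library labelled Gli1Het cuprizone replicate 2 lies at 0.820, near the Gli1Null libraries, and the Gli1Het control libraries lie at 8.66 or above.

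Between the control groups, the log2 fold change of Gli1 (Gli1Het over Gli1Null) was 5.38 (standard error 0.968), with an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Markers of NSCs did not separate the control groups. None of the 14 markers passed the same test, also when adjusted over the list alone. Of 15 genes of the Hedgehog pathway, 0 were higher, 0 were lower and 15 did not pass, and 1, Gli1, was higher when adjusted over the list alone. Over all genes, edgeR called 0 genes and 253 had an unadjusted p under 0.05. The groups did not overlap for 7.81% of genes, where chance gives 10%. The call of Gli1 rests on the setting. DESeq2 called 1 gene, Gli1 itself (adjusted p = 0.000144, with a range of 1.63e-39 to 1 over the settings tried), and edgeR fitted to these 2 groups alone gave Gli1 an adjusted p of 0.00249. Without Gli1Het cuprizone replicate 1 or the library labelled Gli1Het cuprizone replicate 2, which lie outside this comparison and share its estimate of the spread, edgeR called 1 gene, Gli1 (adjusted p = 0.0135 and 0.0208).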

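On cuprizone, 3 genes were higher and 4 were lower in Gli1Het NSCs than in Gli1Null NSCs. Gpnmb, a glycoprotein of lysosomes that phagocytic cells make, was at 21.5 ± 3.11 CPM (SD, n = 3) in Gli1Het and 2.04 ± 0.435 CPM in Gli1Null NSCs, a log2 fold change of 3.40 (standard error 0.382, adjusted p = 0.0252 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Snhg20, a host gene of small nucleolar RNA, was at 68.9 ± 10.4 against 30.5 ± 4.22 CPM, and Cln8, a membrane protein of the endoplasmic reticulum, at 119 ± 9.77 against 75.9 ± 2.82 CPM. Gjd2, a gap junction protein of neurons, had 1 count over the Gli1Het libraries and 130 over the Gli1Null libraries, and the ratio of the summed CPM was 86.9 (95% counting interval 15.3 to 3458). Strn4, a scaffold protein, was at 110 ± 16.4 CPM in Gli1Het and 211 ± 1.70 CPM in Gli1Null NSCs. Gga1, an adaptor of vesicle transport from the Golgi, was at 53.5 ± 7.84 against 99.9 ± 7.09 CPM, and Apcdd1, an inhibitor of Wnt signalling, at 17.1 ± 4.26 against 43.6 ± 2.32 CPM. The adjusted p of these 6 genes lay between 0.0385 and 0.0457 by the same test. Microglia markers were measured beside them, since a sort can carry other cells. Of 14 markers, 0 were higher, 0 were lower and 14 did not pass, and 10 were higher when adjusted over the list alone. Their median log2 fold change was 2.01 (camera, adjusted p = 1.47e-05, and adjusted p = 0.479 with an estimated correlation). Relative to the mean of the 6 control libraries, the microglia median was 1.55, 1.50 and 0.285 in replicates 1, 2 and 3 of Gli1Het cuprizone NSCs and -0.645, -0.882 and 0.204 in those of Gli1Null cuprizone NSCs.
Of the 17623 genes, 4388 had an unadjusted p under 0.05, 140 had an adjusted p under 0.06 and 1214 under 0.1, and 28.1% did not overlap between the groups, where chance gives 10%. DESeq2 called 1732 genes, which included all 7 of these, and limma with library quality weights called 6674. Those weights were 0.277, 0.115 and 3.625 in Gli1Het cuprizone replicates 1, 2 and 3, so that count rests mostly on replicate 3 within Gli1Het cuprizone. Without the Gli1Het cuprizone replicates 1, 2 or 3, edgeR called 5096, 37 and 4 genes. Without the Gli1Null cuprizone replicates 1, 2 or 3 it called 0 genes each time, with 3202, 3178 and 2913 at an unadjusted p under 0.05, and all 7 calls were lost. All 7 were also lost without Gli1Het control replicate 1 or Gli1Null control replicates 1, 2 or 3, which share the estimate of the spread (edgeR called 0 genes, with 4596, 4163, 4161 and 4085 at an unadjusted p under 0.05), and without Gli1Het control replicate 2 or 3 edgeR called 1 gene, Gpnmb. The directions include the library labelled Gli1Het cuprizone replicate 2, in which Gli1 was near the Gli1Null level. The paper relates the differences between the cuprizone groups to the very distinct responses of Gli1Het and Gli1Null NSCs to demyelination.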

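Ptch1, the Hedgehog receptor and a target of the pathway, was at 126 ± 43.3 CPM (SD, n = 3) in Gli1Het and 150 ± 16.4 CPM in Gli1Null cuprizone NSCs, a log2 fold change of -0.26 (standard error 0.262, adjusted p = 0.547 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hhip, which binds Hedgehog ligands and is also a target, was at 11.4 ± 3.61 and 10.6 ± 4.28 CPM (log2 fold change 0.10, standard error 0.333, adjusted p = 0.878 by the same test). Gli1 itself had a log2 fold change of 3.74 (standard error 0.893, adjusted p = 0.0681 by the same test). Of the 15 Hedgehog genes, 0 were higher and 0 were lower in Gli1Het cuprizone NSCs, 15 did not pass, and Gli1 alone passed when adjusted over the list alone (camera, adjusted p = 0.682). Gpnmb, Snhg20 and Cln8 were lower in Gli1Null cuprizone NSCs, and Gjd2, Strn4, Gga1 and Apcdd1 were higher there. Of the genes that DESeq2 called, 1074 were lower and 658 were higher in Gli1Null cuprizone NSCs. By edgeR at an adjusted p under 0.1, these numbers were 728 and 486. The Gli1Het side of each comparison includes the library labelled Gli1Het cuprizone replicate 2, where Ptch1 was at 75.6 CPM against 150 and 151 CPM in replicates 1 and 3.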

In the forebrain, Gli1 is expressed by neural stem cells in the SVZ and by mature astrocytes in the parenchyma outside the SVZ excluding the white matter tracts^26,51^. Consistently, the expression of stem cell marker genes (*Sox2, GFAP, Nestin*) were higher than genes expressed in differentiated cells (*APC, Htra1, S100β, PDGFRα, SYNGAP1*) in both *Gli1*^*HET*^ and *Gli1*^*NULL*^ healthy control NSCs.

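Among the stem cell markers, Sox2, a transcription factor that keeps stem cells undifferentiated, was at 358 ± 20.4 CPM (SD, n = 3) in Gli1Het and 382 ± 27.5 CPM in Gli1Null control NSCs. Gfap, an intermediate filament of astrocytes and NSCs, was at 101 ± 45.0 and 97.0 ± 10.4 CPM, and Nes, the gene of Nestin, at 72.7 ± 8.94 and 72.1 ± 18.8 CPM. Among the genes of differentiated cells, Htra1, a serine protease, was at 374 ± 116 and 440 ± 87.0 CPM, and Apc, a part of the complex that degrades beta-catenin, at 216 ± 24.9 and 197 ± 26.4 CPM. S100b, a calcium-binding protein of astrocytes, was at 10.7 ± 1.69 and 10.3 ± 1.39 CPM. Pdgfra, a receptor of oligodendrocyte precursors, was at 5.99 ± 2.44 and 4.77 ± 1.81 CPM. Each stem cell marker was above S100b and Pdgfra in every control library, and Sox2 was also above Apc. Sox2 was below Htra1, and Gfap and Nes were below both Apc and Htra1, in the mean of either group. Thus 7 of the 12 pairs of a stem cell marker and one of these 4 genes had the stem cell marker higher. CPM is not divided by transcript length. Per kilobase of exon, Sox2 was above Htra1 and Gfap above Apc in the mean of either group, and 9 of the 12 pairs had the stem cell marker higher in the mean. Over all 35 ways to choose 3 of the 7 genes as stem cell markers, the observed mean log2 difference of 1.54 in Gli1Het and 1.63 in Gli1Null control NSCs gave an exact two-sided permutation p of 0.429 in each group, across genes, which are not independent replicates.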

**Fig. 3:**
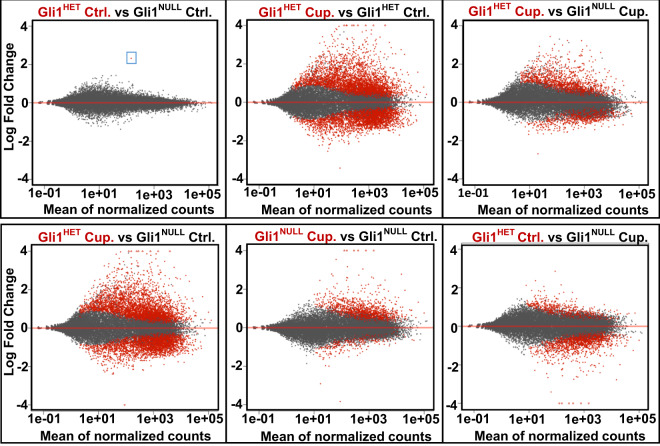
Visualization of differential gene expression in *Gli1*^*Het*^ and *Gli1*^*Null*^ NSCs. MA plots of the RNAseq data show the differences in expression of genes between the two genotypes on control and cuprizone diets. The blue box highlights the only gene differentially expressed between *Gli1*^*Het*^ and *Gli1*^*Null*^ NSCs in the control diet groups, corresponding to Gli1 itself. Ctrl.- Control diet group, Cup.-Cuprizone diet group.

**Table 3:** Number of differentially expressed genes.

Number of differentially expressed genes					
Comparison	No. of genes: P < 0.05	No. of upregulated genes: P < 0.05	No. of downregulated genes: P < 0.05	No. of genes: P < 0.05 & FC > 2	No. of genes: P < 0.05 & FC < 0.5
Gli1^HET^ Control vs Gli1^NULL^ Control	1	1	0	1	0
Gli1^HET^ Cuprizone vs Gli1^HET^ Control	6442	3481	2961	1447	525
Gli1^HET^ Cuprizone vs Gli1^NULL^ Cuprizone	1507	955	552	500	64
Gli1^HET^ Cuprizone vs Gli1^NULL^ Control	6447	3499	2948	1482	526
Gli1^NULL^ Cuprizone vs Gli1^NULL^ Control	1209	1015	194	294	34
Gli1^HET^ Control vs Gli1^NULL^ Cuprizone	1730	436	1294	86	242

Genes that had an adjusted p-value (False Discovery Rate) of less than 0.05 and fold change of more than 2 or less than 0.5 in the compared groups are quantified.

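In Gli1Null NSCs, 594 genes were higher and 44 were lower on cuprizone than on the control diet, 291 of them by more than 2-fold and 24 to less than 0.5-fold. Genes of the integrated stress response, the targets of ATF4 and CHOP that cells induce when amino acids run short or proteins misfold, rose together. Of 28 such genes, 22 were higher, 0 were lower and 6 did not pass (25 higher when adjusted over the list alone), with a median log2 fold change of 1.40 (camera, adjusted p = 8.75e-32, and adjusted p = 0.0696 with an estimated correlation). Slc7a5, a transporter of large neutral amino acids, went from 149 ± 4.51 to 1118 ± 185 CPM (SD, n = 3), a log2 fold change of 2.91 (standard error 0.180, adjusted p = 1.84e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf5, a transcription factor of this response, went from 12.8 ± 0.367 to 66.2 ± 1.23 CPM (log2 fold change 2.37, standard error 0.178, adjusted p = 4.68e-05 by the same test). Nupr1, a nuclear protein of stressed cells, went from 4.55 ± 0.248 to 45.0 ± 8.92 CPM. Moxd1, related to the monooxygenases that hydroxylate dopamine, went from 0.731 ± 0.342 to 78.4 ± 24.1 CPM (log2 fold change 6.74, standard error 0.441, adjusted p = 1.84e-05 by the same test). Lhx6, a transcription factor of interneuron precursors, fell from 9.77 ± 5.54 to 0.344 ± 0.0968 CPM (log2 fold change -4.81, standard error 0.507, adjusted p = 0.000455 by the same test). Without the Gli1Null control replicates 1, 2 or 3, edgeR called 169, 160 and 211 genes, and without the Gli1Null cuprizone replicates 1, 2 or 3 it called 140, 240 and 207, with 15 or 16 of the stress response genes higher in each of these fits. Without Gli1Het cuprizone replicate 1 or the library labelled Gli1Het cuprizone replicate 2, which lie outside this comparison and share its estimate of the spread, edgeR called 1292 and 1888 genes. DESeq2 called 1318 genes, and edgeR fitted to these 2 groups alone 4193.
The comparisons across both factors gave 3313 genes higher and 2673 lower in Gli1Het cuprizone than in Gli1Null control NSCs, 1705 and 1062 of them past 2-fold and 0.5-fold. In Gli1Het control NSCs, 161 genes were higher and 851 were lower than in Gli1Null cuprizone NSCs, 72 and 358 of them past these folds. The first of these comparisons called 3951 genes without Gli1Het cuprizone replicate 3, and 3379 and 3589 without Gli1Null control replicates 2 and 3. The other called 422 and 290 without Gli1Het control replicates 1 and 2, and 210, 459 and 296 without Gli1Null cuprizone replicates 1, 2 and 3, and 1893 and 2646 without Gli1Het cuprizone replicate 1 and the library labelled Gli1Het cuprizone replicate 2.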

### Clustering of RNAseq data

A 3D Principle Component Analysis (PCA) plot visualized by Plotly (Fig. 4) showed clustering of the samples in the control diet groups from both *Gli1*^*Het*^ and *Gli1*^*Null*^ neural stem cells; similarly the cuprizone diet RNA samples from both genotypes clustered together but away from the control diet groups. 

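Neuroblast markers, genes of the young migrating neurons that NSCs give rise to, differed widely between the cuprizone libraries. Relative to the mean of the 6 control libraries, the median log2 level of 14 such markers was -0.743 in Gli1Het cuprizone replicate 1, -4.75 in the library labelled Gli1Het cuprizone replicate 2 and -2.48 in replicate 3. It was -0.669, -0.751 and -0.589 in the Gli1Null cuprizone replicates. On the log2 CPM of all tested genes, the first principal component held 52.2% of the variance, the next 11.0% and the one after it 7.48%. All 6 control libraries had scores between -60.2 and -29.9 on the first component. The Gli1Het cuprizone libraries had scores of 20.7, 144 and 79.8 in replicates 1, 2 and 3, and the Gli1Null cuprizone libraries 10.3, 6.71 and 4.10. Every cuprizone library therefore lay above every control library of its genotype, and every Gli1Het cuprizone library above every Gli1Null cuprizone library (exact two-sided permutation test, p = 0.1 for each comparison, the smallest p that 3 libraries against 3 allow). The mean distance between a Gli1Het and a Gli1Null library was 80.2 on the control diet and 118 on cuprizone. Between libraries within the Gli1Het cuprizone group it was 129.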

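Interferon response genes, which cells switch on when they sense viral nucleic acid or interferon, were uneven among replicates. Relative to the mean of the control libraries, their median was 2.75 in Gli1Het control replicate 3, 2.51 in Gli1Null control replicate 1 and 1.81 in the library labelled Gli1Het cuprizone replicate 2. It lay between -1.33 and 0.374 in the other 9 libraries. Ifit1, an antiviral protein that binds foreign RNA, was at 159, 120 and 71.0 CPM in these 3 libraries. Red blood cell genes were also highest in the 2 control libraries among them, with medians of 1.98 and 1.61, and lay at 0.581 or lower in every other library. The distance of each library to the centre of its group, over the log2 CPM of all tested genes, was 61.6, 44.0 and 52.8 in Gli1Het control replicates 1, 2 and 3 and 81.7, 86.4 and 53.6 in Gli1Het cuprizone. It was 45.1, 43.4 and 42.8 in Gli1Null control and 35.6, 36.2 and 34.3 in Gli1Null cuprizone. Over both diets the mean distance was 63.4 for the 6 Gli1Het libraries and 39.6 for the 6 Gli1Null libraries, a difference of 23.8 (exact two-sided permutation test, p = 0.00433). Within the control diet it was 52.8 against 43.8 (exact two-sided permutation test, p = 0.2), and within cuprizone 73.9 against 35.4 (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The difference over both diets was 20.9 without Gli1Het control replicate 1 (exact permutation p = 0.0584), 13.9 without the library labelled Gli1Het cuprizone replicate 2 (exact permutation p = 0.00433) and 10.4 over the 500 most variable genes (exact permutation p = 0.0455). Libraries of a group share a centre, so their distances are not fully independent, as these tests assume them to be. The Gli1Het libraries were shallower than the Gli1Null libraries in the median of each diet, so depth and genotype partly go together in this measure. Gli1Het control replicate 1, the shallowest library at 13752801 counts, had the largest distance among the control libraries. The library labelled Gli1Het cuprizone replicate 2, at 29879800 counts within the Gli1Null range, had the largest of all, and replicate 3, at 14059223, had 53.6. The sample labels of Gli1Het replicates 2 and 3 on each diet bear a number under 10, and no other label does.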

We observed an increased variance in the *Gli1*^*Het*^ samples of both control and cuprizone diet groups. However, the heatmaps for the differentially expressed genes (FDR < 0.05) showed clustering of *Gli1*^*Het*^ and *Gli1*^*Null*^ samples in the control groups (Fig. 5). 

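In Gli1Het NSCs, cuprizone raised 3306 genes and lowered 2689, 1689 of them by more than 2-fold and 1111 to less than 0.5-fold. Of 14 neuroblast markers, 0 were higher, 11 were lower and 3 did not pass (14 lower when adjusted over the list alone; camera, adjusted p = 5.45e-06, and adjusted p = 0.422 with an estimated correlation). Cd24a, a glycoprotein on the surface of neuroblasts, fell from 573 ± 99.7 to 273 ± 134 CPM (SD, n = 3), a log2 fold change of -1.07 (standard error 0.263, adjusted p = 0.0118 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 51 genes of the G2 and M phases of the cell cycle, 1 was higher, 45 were lower and 5 did not pass (2 and 46 when adjusted over the list alone), with a median log2 fold change of -1.30 (camera, adjusted p = 3.08e-12, and adjusted p = 0.422 with an estimated correlation). Smc4, a condensin subunit that packs chromosomes for mitosis, fell from 236 ± 22.4 to 97.9 ± 34.2 CPM and was at 249 ± 8.64 and 162 ± 10.9 CPM in the Gli1Null groups. Olig1, a transcription factor of the oligodendrocyte lineage, rose from 36.2 ± 12.0 to 212 ± 88.5 CPM (log2 fold change 2.55, standard error 0.328, adjusted p = 0.000705 by the same test). Of 34 reactive astrocyte genes, 23 were higher, 2 were lower and 9 did not pass (23 and 2 when adjusted over the list alone), with a median of 2.05 (camera, adjusted p = 2.94e-06, and adjusted p = 0.412 with an estimated correlation). Gfap, which is among them, rose to 786 ± 418 CPM (log2 fold change 2.96, standard error 0.394, adjusted p = 0.000812 by the same test). Markers of other cells of the SVZ also moved. Of 12 ependymal markers, 6 were higher, 1 was lower and 5 did not pass (7 and 1 when adjusted over the list alone), and Foxj1, which drives the building of motile cilia, went from 17.1 ± 7.72 to 197 ± 145 CPM. Of 14 microglia markers, 6 were higher, 0 were lower and 8 did not pass (6 higher when adjusted over the list alone). Of 12 endothelial markers, 0 were higher, 5 were lower and 7 did not pass (5 lower when adjusted over the list alone), and of 5 red blood cell genes 3 were lower (4 when adjusted over the list alone). Camera called these 4 lists (adjusted p = 0.00468, 0.00986, 0.0140 and 0.0292), and none with an estimated correlation (adjusted p = 0.412 to 0.443). In Gli1Null NSCs 0 neuroblast markers, 0 of the G2 and M phase genes and 2 reactive astrocyte genes passed (0, 0 and 2 when adjusted over the list alone), and camera called these 3 lists in the same directions as in Gli1Het NSCs (adjusted p = 0.0156, 4.74e-06 and 0.0202, and adjusted p = 0.591 for each with an estimated correlation). Of 10 oligodendrocyte progenitor markers, 4 were higher on cuprizone in Gli1Het and 3 in Gli1Null NSCs, with 0 lower in either. Olig1 was among the higher ones in both genotypes. When adjusted over the list alone, 5 were higher and 1 was lower in Gli1Het, and 5 and 2 in Gli1Null NSCs. The median of these markers relative to the control libraries was 0.672 to 0.978 in Gli1Het and 0.899 to 1.16 in Gli1Null cuprizone libraries.
The Gli1Het cuprizone mean includes the library labelled Gli1Het cuprizone replicate 2. In all, 5995 genes passed, with 3173 without Gli1Het control replicate 2, 3834 without Gli1Het cuprizone replicate 3, and 961 when edgeR was fitted to these 2 groups alone, where the call of Cd24a was lost (adjusted p = 0.0910 by edgeR). Fitted to the 2 Gli1Null groups alone, edgeR called 4193 genes, so the counts of passing genes do not rank the genotypes. Without Gli1Het control replicates 1, 2 or 3 and without Gli1Het cuprizone replicate 3, 3, 3, 4 and 2 neuroblast markers were lower. Without Gli1Het control replicate 2 and Gli1Het cuprizone replicate 3, 20 and 29 of the G2 and M phase genes were lower. Without Gli1Het control replicates 1, 2 or 3, 3, 1 and 3 microglia markers were higher and 2, 2 and 3 endothelial markers and 2, 2 and 0 red blood cell genes were lower, and without Gli1Het control replicate 2 15 reactive astrocyte genes were higher. Among the Gli1Het cuprizone replicates, leaving out replicate 1 or 3 gave 3 endothelial markers lower each, and leaving out the library labelled replicate 2 or replicate 3 gave 1 red blood cell gene lower each. The difference in diet response between the genotypes did not pass for Smc4, Olig1, Gfap or Foxj1 (interaction, adjusted p = 0.543 for each by the same test) or for Cd24a (adjusted p = 0.547 by the same test).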

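Slc7a5 responded to cuprizone alike in size in both genotypes, with 149 ± 24.0 and 1083 ± 188 CPM (SD, n = 3) in Gli1Het control and cuprizone NSCs, and a difference in log2 response of -0.05 (standard error 0.237, adjusted p = 0.944 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 28 genes of the integrated stress response, 26 were higher, 0 were lower and 2 did not pass in Gli1Het NSCs (27 higher when adjusted over the list alone), with a median of 1.44. The list did not differ between the genotypes in its response (camera on the interaction, adjusted p = 0.214). Gpnmb had the smallest adjusted p in the interaction (log2 difference 3.41, standard error 0.530, adjusted p = 0.323 by the same test). Of the genes higher on cuprizone in Gli1Null NSCs, 548, or 92.3%, were also higher in Gli1Het NSCs, where 111 are expected of independent lists, and of the 44 lower ones 36 were also lower, where 6.71 are expected. The diet comparisons share no library. Over the 638 genes called in Gli1Null NSCs, the median ratio of the Gli1Null to the Gli1Het response was 0.890, with the same sign in 636 and a smaller Gli1Null response in 417. Over the 5995 genes called in Gli1Het NSCs, the median ratio was 0.428. Genes picked for passing in 1 genotype favour that genotype in such a ratio. Across all tested genes the log2 responses had a Pearson r of 0.616 and a Spearman rho of 0.682, and genes are not independent replicates. Relative to the control libraries of its genotype, 13.7%, 36.9% and 25.5% of genes were past 2-fold in Gli1Het cuprizone replicates 1, 2 and 3, of which the library labelled Gli1Het cuprizone replicate 2 is the highest, and 10.0%, 9.20% and 8.20% in the Gli1Null cuprizone replicates.
The interaction of genotype and diet called 0 genes by edgeR (1591 at an unadjusted p under 0.05), 59 by DESeq2 and 2724 by limma with library quality weights. Within Gli1Het cuprizone those weights lay mostly on replicate 3. Without Gli1Het cuprizone replicate 1 it called 1714 genes by edgeR, and the ratio over the genes called in Gli1Null NSCs was then 0.722. This ratio was 1.02 without Gli1Het cuprizone replicate 3 and 1.01 without Gli1Null control replicate 2, and below 1 without any other single library.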

When we compared the differentially expressed genes (FDR < 0.05) between the cuprizone groups, the expression in the *Gli1*^*Null*^ samples appeared similar to the expression in the control groups (Fig. 5), suggesting that demyelination results in lesser perturbation of gene expression in *Gli1*^*Null*^ NSCs compared to *Gli1*^*Het*^ NSCs.

**Fig. 4:**
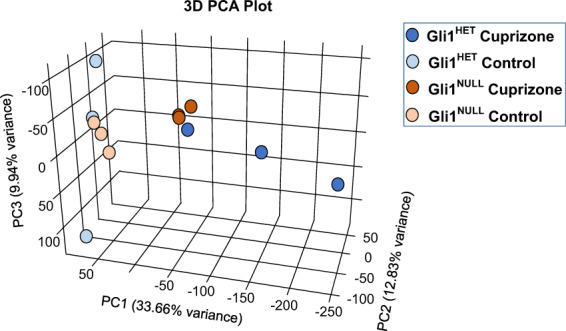
Principle component analysis (PCA) of the sequencing data. A 3D PCA plot shows segregation of the control diet samples from the cuprizone diet samples. The variance is higher in the Gli1^Het^ samples compared to the Gli1^Null^ samples.

**Fig. 5:**
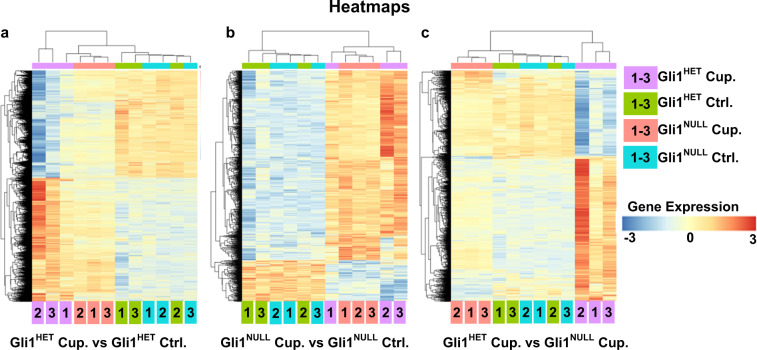
Heatmaps of the differentially expressed genes (FDR < 0.05). (**a**) Comparison of *Gli1*^*Het*^ NSCs following demyelination with cuprizone diet (Cup.) (purple) vs. healthy NSCs on control diet (Ctrl.) (green). (**b**) Comparison of *Gli1*^*Null*^ NSCs following demyelination with cuprizone diet (Cup.) (red) vs. healthy NSCs on control diet (Ctrl.) (blue). (**c**) Comparison of the *Gli1*^*Het*^ vs. *Gli1*^*Null*^ NSCs following demyelination with cuprizone diet (Cup). The sample numbers are mentioned inside the color coded box for each condition, at the bottom of the heatmap. The gene expression levels are color coded with the highest upregulated genes in red and the most down-regulated genes in blue.

### Ingenuity pathway analysis

To examine the altered response of *Gli1*^*Null*^ NSCs to demyelination compared to *Gli1*^*Het*^ NSCs, we analyzed 1507 differentially expressed genes (p < 0.05), between *Gli1*^*Het*^ and *Gli1*^*Null*^ cuprizone groups with Ingenuity Pathway Analysis (Qiagen, Build version: 448560 M) (Table 4). 

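None of 20 apoptosis genes passed over all genes in Gli1Het against Gli1Null cuprizone NSCs, where edgeR called 7 of 17623 genes and DESeq2 1732. With so few edgeR calls, a count of 0 in a list says little. The fixed list is also not the Ingenuity category of cell death and survival. Relative to the mean of the control libraries, the apoptosis median was 0.050 in Gli1Het cuprizone replicate 1, 0.690 in the library labelled Gli1Het cuprizone replicate 2 and 0.205 in replicate 3. It was -0.026, -0.011 and -0.060 in the Gli1Null cuprizone replicates. Of 20 apoptosis genes, 0 were higher, 0 were lower and 20 did not pass, while 8 were higher and 1 was lower when adjusted over the list alone (camera, adjusted p = 0.0211, and adjusted p = 0.479 with an estimated correlation). Fas, a death receptor, was at 65.8 ± 68.2 CPM (SD, n = 3) in Gli1Het and 6.05 ± 0.996 CPM in Gli1Null cuprizone NSCs, a log2 fold change of 3.45 (standard error 0.738, adjusted p = 0.0605 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnfrsf1a, a receptor of tumour necrosis factor, was at 119 ± 53 and 54.0 ± 2.24 CPM (log2 fold change 1.14, standard error 0.25, adjusted p = 0.0636 by the same test). No neuroblast marker, gene of the G2 and M phases or reactive astrocyte gene passed over all genes either. The 14 neuroblast markers had a median log2 fold change of -1.25, with 0 passing when adjusted over the list alone (camera, adjusted p = 3.30e-06, and adjusted p = 0.479 with an estimated correlation). The 51 genes of the G2 and M phases had a median of -0.78, with 0 passing over the list alone (camera, adjusted p = 1.74e-10, and adjusted p = 0.479 with an estimated correlation). Of the 34 reactive astrocyte genes, 23 were higher and 2 were lower when adjusted over the list alone, with a median of 1.97 (camera, adjusted p = 2.96e-08, and adjusted p = 0.479 with an estimated correlation). The Gli1Het cuprizone libraries stood apart from each other on these lists. Relative to the mean of the control libraries, the G2 and M phase median was -0.721 in replicate 1, -2.76 in the library labelled Gli1Het cuprizone replicate 2 and -1.08 in replicate 3, against -0.635, -0.415 and -0.480 in the Gli1Null cuprizone replicates. Camera called 24 of 37 lists in this comparison, and 0 with an estimated correlation. It called 10 without the 4 Gli1Het libraries whose sample label bears a number under 10, replicates 2 and 3 of each diet, where replicate 1 alone stands for Gli1Het cuprizone and is assumed to vary like the other groups.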

While neurological diseases scored highest amongst the perturbed networks, the cellular functions related to survival and development were amongst the top 5 significant differences between the 2 groups. 

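Target genes of p53, the transcription factor that halts the cell cycle or kills cells after DNA damage, rose on cuprizone in Gli1Het NSCs. Of 26 such genes, 17 were higher, 0 were lower and 9 did not pass (19 higher when adjusted over the list alone; camera, adjusted p = 4.80e-06, and adjusted p = 0.412 with an estimated correlation). In Gli1Null NSCs 1 was higher, 0 were lower and 25 did not pass (4 higher when adjusted over the list alone; camera, adjusted p = 0.0125, and adjusted p = 0.591 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, went from 29.6 ± 6.35 to 734 ± 771 CPM (SD, n = 3) in Gli1Het NSCs, a log2 fold change of 4.63 (standard error 0.644, adjusted p = 0.000992 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from 28.0 ± 2.44 to 141 ± 10.2 CPM in Gli1Null NSCs (adjusted p = 0.0502 by the same test). Phlda3, a repressor of Akt signalling, went from 9.76 ± 2.67 to 364 ± 373 CPM in Gli1Het NSCs (log2 fold change 5.24, standard error 0.705, adjusted p = 0.000874 by the same test) and was at 42.2 ± 2.06 CPM in Gli1Null cuprizone NSCs. Aen, a nuclease of apoptosis, went from 39.6 ± 2.80 to 105 ± 31.2 CPM in Gli1Het NSCs. The difference of the diet response between genotypes did not pass for these 3 genes (interaction, adjusted p = 0.543 for each by the same test), and 9 of the 26 p53 target genes had a larger response in Gli1Het NSCs when adjusted over the list alone. The counts of passing genes in the 2 genotypes, here and in the lists below, rest on 1 estimate of the spread shared by all groups. Fitted to the 2 groups of each genotype alone, edgeR called 961 genes between the diets in Gli1Het and 4193 in Gli1Null NSCs. Such counts therefore do not rank the genotypes.
Of 23 genes induced by TGF-beta, 15 were higher, 0 were lower and 8 did not pass in Gli1Het NSCs (15 and 1 when adjusted over the list alone; camera, adjusted p = 6.17e-05, and adjusted p = 0.412 with an estimated correlation), and 3 were higher in Gli1Null NSCs (8 over the list alone; camera, adjusted p = 0.00746, and adjusted p = 0.591 with an estimated correlation). Thbs1, an adhesive matrix glycoprotein, went from 0.297 ± 0.180 to 22.0 ± 15.5 CPM in Gli1Het NSCs, and Itga5, a fibronectin receptor subunit, from 1.66 ± 0.295 to 20.5 ± 13.0 CPM. Of 20 genes induced by TNF, an inflammatory cytokine, 14 were higher, 0 were lower and 6 did not pass in Gli1Het NSCs (18 higher when adjusted over the list alone; camera, adjusted p = 1.20e-06, and adjusted p = 0.412 with an estimated correlation), and 3 were higher in Gli1Null NSCs (3 over the list alone; camera, adjusted p = 0.000993, and adjusted p = 0.591 with an estimated correlation). Icam1, an adhesion molecule for leukocytes, went from 0.580 ± 0.516 to 43.4 ± 49.7 CPM in Gli1Het NSCs, and Cebpb, a transcription factor of inflammation, from 13.1 ± 1.06 to 186 ± 106 CPM. Between the cuprizone groups no gene of these lists passed over all genes, while 17 of the p53, 11 of the TGF-beta and 11 of the TNF genes were higher in Gli1Het NSCs when adjusted over each list alone, with medians of 1.18, 0.96 and 1.35 (camera, adjusted p = 1.47e-05, 9.98e-05 and 1.47e-05, and adjusted p = 0.479 for each with an estimated correlation). The diet response of the TGF-beta and TNF lists was larger in Gli1Het NSCs by camera on the interaction (adjusted p = 0.000115 and 7.37e-06, and adjusted p = 0.413 for each with an estimated correlation), with 6 and 0 genes passing when adjusted over each list alone.

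**Figure D2:**
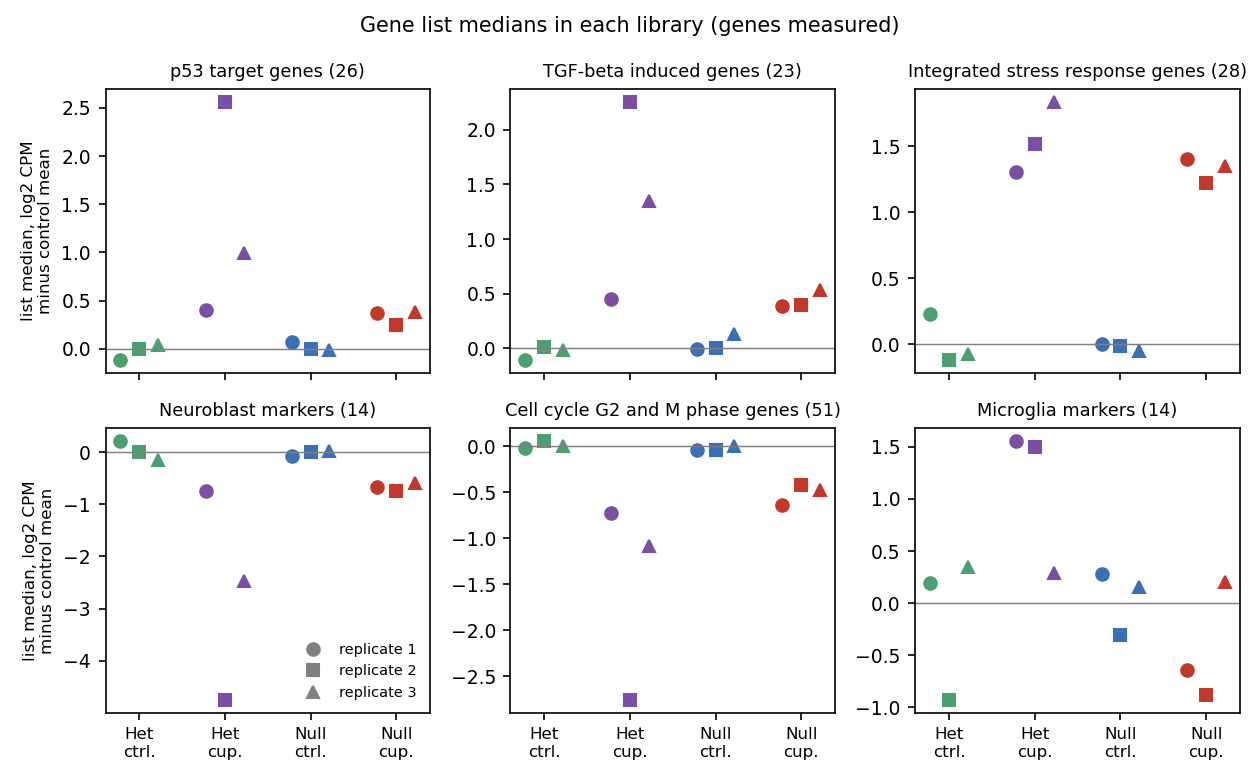
Median log2 CPM of 6 gene lists in each of the 12 libraries, minus the mean of the control libraries, by group, with the number of genes measured in each title. Points are single libraries, with 1 symbol per replicate number. The p53 median is 0.402, 2.56 and 0.994 in the Gli1Het cuprizone replicates and 0.373, 0.241 and 0.385 in the Gli1Null cuprizone replicates.

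Within the Gli1Het cuprizone group the library labelled replicate 2 was the highest on all 3 lists, with a TGF-beta median of 2.25 against 0.457 and 1.35 in replicates 1 and 3 and a TNF median of 2.89 against 0.785 and 2.03. Without Gli1Het control replicate 2, or without the library labelled Gli1Het cuprizone replicate 2, 9 TNF genes were higher. Without Gli1Null control replicates 1, 2 or 3 the TGF-beta genes higher in Gli1Null NSCs were 0, 0 and 1 and the TNF genes 1, 0 and 0, and without the Gli1Null cuprizone replicates 1, 2 or 3 they were 1, 0 and 0, and 0, 1 and 1. The neuroblast and G2 and M phase medians were lowest in the same library.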

Consistently, TP53 and TGFβ1 were the most significant upstream regulators and these pathways were predicted to be more active in *Gli1*^*Het*^ NSCs upon demyelination.

**Table 4:** Summary of Ingenuity Pathway Analysis of differentially expressed genes in *Gli1*^*HET*^ cuprizone vs *Gli1*^*NULL*^ cuprizone groups.

IPA Analysis: Gli1^HET^ Cuprizone vs Gli1^NULL^ Cuprizone		
Networks		Score
1. Developmental Disorder, Hereditary Disorder, Neurological Disease		46
2. Cellular Assembly and Organization, Cellular Function and Maintenance, Cellular Development		43
3. Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair		38
4. Lipid Metabolism, Small Molecule Biochemistry, Auditory Disease		36
5. Organ Morphology, Organismal Development, Organismal Injury and Abnormalities		36
**Physiological System Development and Function**	**p Value**	**# Genes**
Organismal Survival	6.94E-07 - 5.57E-25	417
Tissue Development	3.23E-06 - 3.98E-21	551
Tissue Morphology	3.78E-06 - 2.74E-16	399
Embryonic Development	3.23E-06 - 6.79E-15	357
Organismal Development	3.78E-06 - 6.79E-15	551
**Molecular and Cellular Functions**	**p Value**	**# Genes**
Cellular Growth and Proliferation	3.13E-06 - 8.04E-26	645
Cell Morphology	3.74E-06 - 3.28E-25	458
Cell Death and Survival	3.51E-06 - 1.91E-21	515
Cellular Assembly and Organization	1.41E-06 - 1.04E-17	276
Cellular Function and Maintenance	3.74E-06 - 1.04E-17	453
**Upstream Regulators**	**p-value of overlap**	**Predicted Activation**
TP53	9.68E-25	Activated
TGFβ1	9.99E-19	Activated
TNF	1.38E-15	Activated
PDGF BB	9.79E-15	Activated
KRAS	1.88E-14	
**Top 10 Upregulated Genes (Log 2-fold expression value)**	**Top 10 Downregulated Genes (Log 2-fold expression value)**	
AHNAK2 (↑3.438)	GJD2 (↓−2.684)	
CLCF1 (↑3.226)	DENND1C (↓−1.647)	
ANXA3 (↑3.219)	MAG (↓−1.637)	
ADM (↑3.027)	ADGRL4 (↓−1.603)	
GPNMB (↑2.986)	BARD1 (↓−1.558)	
IGFBP3 (↑2.944)	LRRTM3 (↓−1.553)	
PLAUR (↑2.923)	GRM1 (↓−1.539)	
ARHGAP22 (↑2.816)	LOC102634852 (↓−1.501)	
FLNC (↑2.757)	PGBD5 (↓−1.494)	
SYTL2 (↑2.722)	Ly6a (↓−1.481)	

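Of the 10 genes that Table 4 lists as most upregulated in Gli1Het cuprizone NSCs, Gpnmb was higher over all genes and the other 9 did not pass (10 higher when adjusted over the list alone). Of the 9 measured genes that it lists as most downregulated, Gjd2 was lower and the other 8 did not pass (9 lower when adjusted over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. Igfbp3, which binds insulin-like growth factors, was at 196 ± 154 CPM (SD, n = 3) in Gli1Het and 5.25 ± 2.87 CPM in Gli1Null cuprizone NSCs, a log2 fold change of 5.23 (standard error 0.839, adjusted p = 0.0559 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Anxa3, a phospholipid-binding protein, was at 129 ± 131 and 2.60 ± 0.744 CPM (log2 fold change 5.64, standard error 0.907, adjusted p = 0.0559 by the same test). Clcf1, a cytokine that signals as ciliary neurotrophic factor does, was at 37.9 ± 34.6 and 1.86 ± 0.537 CPM (log2 fold change 4.36, standard error 0.714, adjusted p = 0.0559 by the same test). Bard1, the partner of BRCA1 in DNA repair, was at 5.21 ± 0.529 and 17.3 ± 5.31 CPM (log2 fold change -1.73, standard error 0.280, adjusted p = 0.0559 by the same test). Adgrl4, a receptor of endothelial cells, had 1 count over the Gli1Het and 104 over the Gli1Null libraries, and the ratio of the summed CPM was 69.5 (95% counting interval 12.2 to 2772). Adgrl4 and Ly6a are also among the endothelial markers, whose median relative to the control libraries was -2.14, 0.342 and -1.18 in Gli1Het cuprizone replicates 1, 2 and 3 and -0.727, 0.827 and 0.904 in the Gli1Null cuprizone replicates. Mag, a myelin protein, is among the markers of mature oligodendrocytes, whose median was -0.518, -2.35 and -2.13 against -0.462, -0.532 and -0.402. In the diet comparison within Gli1Het NSCs, 10 of the 10 were higher and 8 of the 9 were lower, while within Gli1Null NSCs 0 of the 10 passed, and of the 9, Bard1 was higher and the other 8 did not pass. The interaction called 0 of these genes over all genes, and 9 of the 10 and 8 of the 9 when adjusted over each list alone. The choice of the genes on the difference between the cuprizone groups favours these diet and interaction counts, so they are not independent evidence either. Relative to the mean of the control libraries, the median of the 10 was 1.05, 1.30 and 1.88 in the Gli1Null cuprizone replicates. It was 3.39, 7.34 and 5.51 in the Gli1Het cuprizone replicates. The median of the 9 was -0.016, -0.003 and 0.457 in the Gli1Null cuprizone replicates.
The adjusted p of the 19 genes lay between 0.0252 and 0.0806. DESeq2 called all 19 of them. EdgeR called 19 without Gli1Het cuprizone replicate 1, 5 without the library labelled replicate 2 and 1 without replicate 3. It called 0 without any 1 of the Gli1Null cuprizone or Gli1Null control replicates or without Gli1Het control replicate 1, and 1 without Gli1Het control replicate 2 or 3.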

Top 5 perturbed networks, physiological system functions, molecular and cellular functions and upstream regulators are listed in addition to the top 10 upregulated and downregulated genes in *Gli1*^*HET*^ cuprizone NSCs.

## Data Availability

The codes used for aligning the RNAseq reads to the mm10 mouse reference genome with TopHat v2.1.1, quantifying the read counts using HTSeqCount, comparison of the gene expression using DESeq 2, and PCA analysis using Plotly 3-D PCA, are available in Figshare^46^.

How the deposited data were processed for this re-analysis (not part of the article)

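RNA was measured in 12 libraries of FACS-isolated SVZ NSCs, 3 each from Gli1Het and Gli1Null mice on the control diet or on cuprizone, and each library pooled 2 mice. Conditions and replicate numbers were taken from the sample labels and the paper's Table 2, and RNA concentration and RIN from its Table 1. According to the paper and the submitters' processing notes, the authors checked the reads with FastQC 0.11.5, aligned them to mm10 with TopHat 2.1.1 against the Ensembl annotation, counted them with HTSeq 0.11.1 and compared groups with DESeq2 1.12. The Ensembl release and the strand setting of the counting are not given in the sources used here, so reads of a gene and of an antisense gene over it may be shared.

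The main values are the read counts per gene that the authors deposited for each library, which are not normalized. The authors also deposited a signal per gene and library, the same counts divided by 1 size factor per library. Multiplied by that factor, 100% of these values were whole within 0.01, and edgeR on the recovered reads called as many genes in every comparison as on the counts. This check was added after the data were seen. Each count cell holds its own gene ID, and in 33998 lines the first column of the sheet named another gene, so the ID in the cell was used. The table held 37991 genes, of which 33092 had a name in the authors' files and 4899 did not. The sheet held 27 symbols as dates and 2 repeated IDs in its first column. For coordinates, 32938 IDs, with 98.9% of the counts in genes, were found in GENCODE M21 on mm10. Lines that name no gene were left out of library sizes and tests. Reads that the counting matched to no annotated feature were 54.5% to 58.4% of the uniquely aligned reads. No column of values per sample was left unused.

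Genes were kept by edgeR's filter with a minimum count of 10, which left 17623. Counts were scaled by TMM and fitted in 1 quasi-likelihood model of the 4 groups with edgeR 4.0.16 in R 4.3.3. From it 7 comparisons were drawn, 6 between groups and the interaction of genotype and diet, each adjusted by Benjamini-Hochberg at 0.05. A standard error is the log2 fold change over the square root of the F statistic. Log2 levels used a prior count of 2. For a gene with 1 to 3 counts over a group, the ratio of the summed CPM is given with an exact 95% counting interval. Intervals cover counting error only. Among 43 fixed lists of genes, the 37 for cell types and pathways with enough measured members were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and every list was also adjusted alone. Camera was run for the diets in Gli1Het NSCs, the diets in Gli1Null NSCs, the cuprizone groups and the interaction, and none of its calls held with an estimated correlation. Distances to group centres and principal components were taken from the log2 CPM of the kept genes, without scaling each gene. Single values were compared by exact permutation tests, two-sided.

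Genes are named by a rule: those the study names; in each comparison up to 8 rising and 8 falling genes with the largest change among those that passed, had a mean of at least 5 CPM in the higher group and did not overlap between the groups; in each list described up to 4 genes with the smallest adjusted p and up to 2 of the highest level; and for the interaction the 10 genes with the smallest adjusted p at 5 CPM or more. The values in the paper's Table 4 had been seen when this rule was set.

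The alternatives were DESeq2 1.42.0 on all groups, with a fold change prior and on the 2 groups compared, edgeR on the 2 groups compared, DESeq2 size factors, no filter, limma with library quality weights, a replicate block, a term for sample label numbers under 10, the fit without the 4 libraries with such a number, and each library left out in turn. Counts of list members without each library were added after the data were seen.

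The tests were checked on simulated counts for the 17623 kept genes, drawn from the means and depths of these libraries with 200 genes changed, 100 by 2-fold and 100 by 4-fold. EdgeR recovered 38 and 77 of them for the diets in Gli1Het NSCs, with 7.26% false calls, and 37 and 76 for the diets in Gli1Null NSCs, with 2.59%. It recovered 31 and 74 between the cuprizone groups, with 5.41% false calls, 38 and 75 between the control groups, with 4.24%, and 10 and 60 in the interaction, with 6.67%. DESeq2 recovered between 52 and 57 at 2-fold and between 82 and 84 at 4-fold in the comparisons of groups, with 21.5% to 23.4% false calls. Each gene was given the same spread in every group. The mean distance to the group centre in the real data was 73.9 in Gli1Het and 35.4 in Gli1Null cuprizone NSCs. The rates of either tool need not hold for the real comparisons. Camera called 0 of 37 lists in simulated data without change and 1, the raised list, when the p53 target genes were raised. Genes were drawn independently of each other there, so this check cannot show how often camera calls lists of correlated genes. In the real libraries the estimated correlation of the neuroblast list was 0.968. Other splits of the libraries compared between the diets in Gli1Het NSCs gave up to 23 called lists.

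The Ingenuity sets of networks, functions and regulators were not used here, and the fixed lists stand in their place. One gene of Table 4 without a match in the count table was not analysed here. Values of a few single genes are not reported here, for which reason the planned comparison of stem cell markers with 5 genes of differentiated cells was reduced, after the data were seen, to 4 of them, and the log2 fold changes of Table 4 are compared for 18 of its 19 measured genes, while the lists and counts keep all members.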

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

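The tests of a loss of neuroblasts, of a swap, of a wrong genotype name, of lower Hedgehog activity and of immune cells, and the counts without single libraries, were chosen after the results were seen.

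Replicates of Gli1Het cuprizone NSCs stood far apart, and p53 target, neuroblast and cell cycle genes lay further from control in the library labelled Gli1Het cuprizone replicate 2 and in replicate 3 than in replicate 1. The numbers on the sample labels have no meaning given in the sources used here. An order of preparation, if they are one, would shift Gli1Het control replicates 2 and 3 against control replicate 1 along the same genes. The slope across genes was 0.0896, which argues against such an order on the libraries of 1 control group alone. Its 95% interval (0.0726 to 0.105) comes from resampling genes, which are not independent, and does not cover the spread between libraries. Depth is argued against as well, since thinning every library to 13752801 counts kept 98.9% of the gap in the p53 median between replicates 2 and 1 (2.16 before and 2.13 after). A loss of neuroblasts and dividing cells from the sorted cells stays open, since in the library labelled replicate 2 the p53 median lay 2.21 above that of the NSC markers, but the middle ranges of the genes (0.84 to 4.26 and -0.02 to 1.14) overlap. The libraries share genotype and diet, so no biological explanation was tested.

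Gli1 in the library labelled Gli1Het cuprizone replicate 2, at 0.820 CPM, lay near the Gli1Null level. A swap with a Gli1Null library is argued against, since the highest upper 95% Poisson limit of Gli1 in a library labelled Gli1Null was 1.13 CPM and the lowest lower limit in Gli1Het control 7.17 CPM. Lower Hedgehog activity in Gli1Het cells on cuprizone is argued against by Ptch1, at 151 CPM in replicate 3 and 75.6 CPM in this library against 56.9 to 101 CPM in Gli1Het control NSCs. A single wrong genotype name stays open, since the lower limit of 0.530 CPM falls within the Gli1Null cuprizone range. Over all genes the library had a correlation of 0.910 to 0.913 with the Gli1Null cuprizone libraries, which had at least 0.987 with each other. Its correlation was 0.954 with Gli1Het cuprizone replicate 3 but 0.915 with replicate 1, nearly as low as with the Gli1Null cuprizone libraries. The correlation with the Gli1Null cuprizone libraries, tested first, also left the name open and was replaced after it was seen. Ptch1 in this library lay below the 135 to 168 CPM of the Gli1Null cuprizone libraries and Hhip, at 7.21 CPM, within their 7.04 to 15.4 CPM, and the paper's PCR on tail tissue and its higher yield of GFP-positive cells from Gli1Null mice, given only as group means, run against a wrong name and do not settle it.

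Interferon response genes were high in Gli1Het control replicate 3, Gli1Null control replicate 1 and the library labelled Gli1Het cuprizone replicate 2. Microglia in the sort gate are argued against for the 2 control libraries, where the upper quartile of their markers was at most 0.741. This lies below the lower quartile of 0.919 in Gli1Het cuprizone replicate 1, whose interferon median was -0.627. The microglia medians of the 2 control libraries (0.345 and 0.277) were nevertheless above those of the other 4 control libraries. Blood cells stay open there, since the red blood cell median was 1.98 and 1.61 in these 2 libraries and 0.581 or lower in every other library. Immune cells stay open for the library labelled Gli1Het cuprizone replicate 2, with a microglia median of 1.50 (upper quartile 2.62). Replicate 1 of that group, without high interferon genes, had a microglia median of 1.55 (upper quartile 2.87). Cd52, the only leukocyte marker measured, was at 0.852 CPM in the library labelled replicate 2. Its log2 level relative to control was 2.63 there and 3.20 and 2.38 in replicates 1 and 3. These tests replaced 1 over all 3 libraries after it was seen. Depth is argued against, since thinning kept 98.7% of the smallest of the 3 medians or more. No genotype or diet is common to all 3 libraries, and no biological explanation was tested.

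In the interaction, which tests whether the effect of cuprizone differs between the genotypes, camera called 21 gene lists, and 0 with an estimated correlation. In 19 of 100 splits of the libraries, the real one included, as many lists were called (26 in the highest other split), so chance is not excluded. When adjusted over the list alone, 9 p53 target genes passed in the interaction. No gene passed over all genes in the interaction, so that all 100 of these splits gave as many, with 3 genes in the highest other split.

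Members of gene groups outside those the paper discusses were higher on cuprizone, and camera called each of the 9 lists named here between the diets in Gli1Het NSCs (adjusted p = 0.0188 or lower) and none of them with an estimated correlation (adjusted p = 0.412 to 0.444). In Gli1Het NSCs 11 of 22 immediate early genes, which cells induce within minutes of a stimulus, were higher on cuprizone (11 when adjusted over the list alone), among them Junb (log2 fold change 2.62, standard error 0.477). Of 12 heat shock genes, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone), among them Bag3 (log2 fold change 1.86). Of 28 integrated stress response genes, 26 were higher in Gli1Het and 22 in Gli1Null NSCs. Of 15 genes of the unfolded protein response, 13 were higher in Gli1Het NSCs. Of 34 reactive astrocyte genes, 23 were higher in Gli1Het NSCs, and 15 without Gli1Het control replicate 2. Of 13 oxidative stress genes, 10 were higher and 1 was lower, among them Hmox1, which breaks down heme (log2 fold change 4.69). Of 20 hypoxia and glycolysis genes, 11 were higher and 1 was lower, among them Pfkfb3 (log2 fold change 1.37). Of 16 BMP pathway genes, 9 were higher, among them Id1 (log2 fold change 1.36). Of 11 YAP target genes, 6 were higher and 1 was lower, among them Cyr61 (log2 fold change 3.51). In Gli1Null NSCs 0 of the immediate early genes passed (2 higher when adjusted over the list alone), and of the heat shock, unfolded protein response, reactive astrocyte, oxidative stress, hypoxia and glycolysis, BMP and YAP lists 1, 1, 2, 3, 3, 4 and 1 were higher. Camera called all of these lists but heat shock in Gli1Null NSCs too (adjusted p = 0.0202 or lower, and adjusted p = 0.0696 to 0.591 with an estimated correlation). All of these are edgeR calls at an adjusted p under 0.05. They rest on 1 estimate of the spread shared by all groups, so their numbers do not rank the genotypes.

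Each comparison of 3 libraries with 3 allows only 10 splits, too few for a share under 0.05. The real split called 5995 genes between the diets in Gli1Het NSCs and the highest other split 1, 638 and 0 between the diets in Gli1Null NSCs, and 7 and 0 between the cuprizone groups (1732 and 220 by DESeq2). It called 5986 and 0 between Gli1Het cuprizone and Gli1Null control NSCs, 1012 and 0 between Gli1Het control and Gli1Null cuprizone NSCs, and 0 in all 10 splits between the control groups. For the gene lists called by camera the real split and the highest other gave 25 and 23 between the diets in Gli1Het NSCs, 25 and 17 in Gli1Null NSCs, and 24 and 22 between the cuprizone groups.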

How the results depend on the processing

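Of the alternatives reported here, the reads recovered from the normalized values and the counts of list members without single libraries were chosen after the data were seen. The cause of each change below was not tested, except that fits on 2 groups and fits without libraries hold fewer samples. Counts are in the order diet in Gli1Het, diet in Gli1Null, cuprizone groups, control groups, Gli1Het cuprizone against Gli1Null control, and Gli1Het control against Gli1Null cuprizone, where edgeR gave 5995, 638, 7, 0, 5986 and 1012. With library quality weights they were 10013, 4634, 6674, 1, 9444 and 6227, and with edgeR on the 2 groups compared 961, 4193, 1, 1, 1775 and 3609. The quality weights of Gli1Het cuprizone replicates 1, 2 and 3 were 0.277, 0.115 and 3.625. With DESeq2 on the 2 groups compared, 3522, 4684, 671, 2 and 4408 genes were called in all but the fifth, which stayed within 1.5 times. DESeq2 on all groups moved the second, the third, the fourth and the last to 1318, 1732, 1 and 1912, and with the fold change prior to 1292, 1742, 1 and 1891. Leaving out the 4 libraries whose label number is under 10, which leaves Gli1Het control replicate 1 and Gli1Het cuprizone replicate 1 as the only libraries of their groups, assumed to vary like the other groups, gave 2636, 4097, 9, 2, 2510 and 4021. The label number term moved the second, the third, the fifth and the last to 1124, 0, 1443 and 2696, and no filter moved the third to 469. Leaving out each of the 12 libraries in turn gave 3173 to 8496, 140 to 1888, 0 to 5096, 0 to 1, 3379 to 8402 and 210 to 2646. The interaction, 0 by edgeR, had 59 genes by DESeq2, 90 with the prior, 2724 with quality weights, 1 with the label number term and 0 to 1714 without single libraries. The reads recovered from the normalized values gave the same counts in every comparison, and DESeq2 size factors moved no count over 1.5 times.

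Gli1 between the control groups (log2 fold change 5.38, adjusted p = 1) passed with DESeq2 (5.40, adjusted p = 0.000144), the prior (2.32, 0.00421), DESeq2 on 2 groups (5.40, 1.63e-39), edgeR on 2 groups (5.39, 0.00249), quality weights (5.57, 0.0169) and without low label numbers (4.60, 0.000743), and also without Gli1Het cuprizone replicate 1 (5.39, 0.0135) and without the library labelled Gli1Het cuprizone replicate 2 (5.38, 0.0208), and did not without any other single library (5.21 to 5.65 over all of them). The median response ratio, 0.890, was 0.428 over genes called in Gli1Het NSCs, 0.432 over genes called in either, 0.367 as a slope over all genes and 0.722 to 1.02 without single libraries. The first principal component, 52.2%, was 63.3% after variance stabilization, 61.7% over the 500 most variable genes, 42.8% with no filter, 39.7% without low label numbers and 41.1% to 54.1% without single libraries. The difference in distance to the group centre, 23.8, was 13.9 to 28.6 without single libraries, and past 0.05 only without Gli1Het control replicate 1 (20.9, exact permutation p = 0.0584). Of the 25, 25, 24 and 21 lists that camera called between the diets in Gli1Het, the diets in Gli1Null, the cuprizone groups and in the interaction, 0 were called in each with an estimated correlation. Without low label numbers the last 2 had 10 and 13, and without single libraries the 4 ranged over 21 to 28, 22 to 26, 18 to 27 and 17 to 26. Marker pairs with the stem cell marker higher in the mean and in every library stayed at 7 in either control group without single libraries and were 9 and 8 per kilobase of exon (9 and 9 in the mean alone). Mdm2, a p53 target, reversed in the diet comparison of Gli1Het NSCs without low label numbers, which then sets 1 library against 1 (log2 fold change -0.044, adjusted p = 0.874 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 1.66 and 0.0407). Of 2285 values for named genes, 1956 kept direction and side of the threshold, 233 fell short of it, 95 newly passed and 1 reversed, and 169 of the 233 left out 1 library.

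Replicate numbers did not pair the libraries. Of 18 pairs of libraries with the same number, correlations of deviations ran from -0.118 to 0.120, 2 were over 0.1, and 2 correlated best with their own number. The replicate block gave 400 genes between the diets in Gli1Null NSCs and 1 between the cuprizone groups, and moved no other count over 1.5 times. Gli1Het libraries were shallower in the median of each diet, and among 100 simulated changes of 2-fold in the interaction 10 were recovered.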

Differences from the paper's values

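None of the settings named here was chosen after seeing the values, apart from the reads recovered from the normalized values, which closed no gap. All counts use the paper's thresholds, an adjusted p under 0.05 and 2-fold or 0.5-fold, and all other settings set before the data were examined left the gap open. The fit without low label numbers leaves Gli1Het control replicate 1 and Gli1Het cuprizone replicate 1 as the only libraries of their groups, assumed to vary like the other groups.

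Between the cuprizone groups the paper reports 1507 genes, 955 higher and 552 lower in Gli1Het NSCs, against 7, 3 and 4 by edgeR. DESeq2 on all groups (1732, 1074 and 658) and DESeq2 with a fold change prior (1742, 1127 and 615) came within 1.5 times of each. The paper's 500 genes over 2-fold, against 2, were met by these (668 and 639) and by DESeq2 on the 2 groups compared (424), and its 64 genes under 0.5-fold, against 2, by DESeq2 on the 2 groups compared (61) and by edgeR with no filter (82). Between the control groups the paper reports 1 gene, higher and over 2-fold, against 0 by edgeR. DESeq2 on all groups, DESeq2 with the prior, edgeR on the 2 groups compared and limma with quality weights also gave 1, as did edgeR without Gli1Het cuprizone replicate 1 or without the library labelled Gli1Het cuprizone replicate 2, and without low label numbers 1 gene was higher and over 2-fold.

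Between the diets in Gli1Null NSCs the paper reports 1209 genes, 1015 higher and 194 lower, against 638, 594 and 44. DESeq2 on all groups (1318, 1089 and 229) and with the prior (1292, 1066 and 226) met all of them, as did edgeR without Gli1Het cuprizone replicate 1 (1292, 1071 and 221), and the label number term met the first 2. The number higher was also met without Gli1Het control replicate 1 (736) and without the library labelled Gli1Het cuprizone replicate 2 (1390). For Gli1Het control against Gli1Null cuprizone NSCs the paper reports 1730, 436 and 1294, against 1012, 161 and 851. DESeq2 on all groups (1912, 533 and 1379) and with the prior (1891, 526 and 1365) met these, as did edgeR without Gli1Het cuprizone replicate 1 (1893, 514 and 1379), and the label number term (1800) and the fit without the library labelled Gli1Het cuprizone replicate 2 (1773) met the last. Between the diets in Gli1Het NSCs the paper reports 525 genes under 0.5-fold, against 1111, and only fits without Gli1Het control replicate 1 or 2 or without Gli1Het cuprizone replicate 2 or 3 met this. For Gli1Het cuprizone against Gli1Null control NSCs it reports 526, against 1062, met only without Gli1Het cuprizone replicate 2 or 3 or without Gli1Null control replicate 2 or 3.

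Of the log2 fold changes in Table 4, those of 15 of the 18 genes compared differed by more than the standard error. The paper's value and the value from edgeR were 3.438 and 5.96 for Ahnak2, 3.226 and 4.36 for Clcf1, 3.219 and 5.64 for Anxa3, 3.027 and 4.66 for Adm, 2.986 and 3.40 for Gpnmb, 2.944 and 5.23 for Igfbp3, 2.923 and 5.66 for Plaur, and 2.816 and 4.68 for Arhgap22. They were 2.757 and 4.63 for Flnc and 2.722 and 3.73 for Sytl2. As sizes of a decrease they were 2.684 and 6.03 for Gjd2, 1.647 and 2.51 for Dennd1c, 1.637 and 2.59 for Mag, 1.603 and 5.79 for Adgrl4, and 1.481 and 3.43 for Ly6a. DESeq2 with a fold change prior came within the standard error for all 15, and the paper's methods name DESeq2. The label number term did so for Ahnak2, Anxa3, Gpnmb, Dennd1c and Mag, and the fit without low label numbers for Ahnak2, Plaur, Arhgap22 and Dennd1c. The fit without Gli1Het cuprizone replicate 2 did so for Clcf1, Adm, Gpnmb, Arhgap22, Flnc, Sytl2 and Dennd1c, without replicate 3 for Dennd1c and Mag, and without replicate 1 for Mag. The fits without Gli1Het control replicate 1, without any 1 Gli1Null control replicate and without Gli1Null cuprizone replicate 2 or 3 did so for Gpnmb. No filter did so for Gpnmb, DESeq2 on the 2 groups compared for Dennd1c, and quality weights for Ly6a. No other planned setting did.

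The paper gives 16 to 39 M mapped reads per sample, and the count table holds 31.2 to 73.2 M uniquely aligned reads. No alternative changes these, and halved, as for read pairs, they are 15.6 and 36.6 M. The first component holds about 34% in Fig. 4, read by eye, against 52.2% here, and no filter, the fit without low label numbers and the fits without Gli1Het cuprizone replicate 2 or 3 met this.

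The paper calls Gli1 different between the control groups, and edgeR gave it an adjusted p of 1, with a log2 fold change of 5.38 in the paper's direction. It was called by DESeq2 on all groups (adjusted p = 0.000144), with the prior and on 2 groups, by edgeR on 2 groups, by quality weights, without low label numbers, without Gli1Het cuprizone replicate 1 and without the library labelled Gli1Het cuprizone replicate 2. Of the 19 measured genes of Table 4, all in the paper's direction, edgeR called 2. DESeq2 called 19, with the prior 19 and on 2 groups 16, no filter 18, quality weights 18, edgeR on 2 groups 1, the fit without low label numbers 1, and the replicate block and the label number term 0. Without Gli1Het cuprizone replicates 1, 2 and 3, 19, 5 and 1 were called. The paper places its stem cell markers above its genes of differentiated cells, and 7 of 12 pairs of these genes had that order in both control groups, all but Sox2 below Htra1 and Gfap and Nes below Apc and Htra1. Per kilobase of exon, 9 pairs had it in the mean of either group, and in every library 9 pairs in Gli1Het and 8 in Gli1Null control NSCs. The paper describes many genes as lower in Gli1Null cuprizone NSCs, and 3 of the 7 called by edgeR were, with 1074 of 1732 by DESeq2.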

Other observations

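Tests over the lists below were planned, and only the counts without single libraries and the look at Xist were chosen after the data were seen.

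Genes of the unfolded protein response, which relieve a load of misfolded protein in the endoplasmic reticulum, were higher on cuprizone in Gli1Het NSCs in 13 of 15 cases, with 0 lower and 2 not passing (15 higher when adjusted over the list alone; camera, adjusted p = 8.47e-06, and adjusted p = 0.422 with an estimated correlation). In Gli1Null NSCs 1 was higher, 0 were lower and 14 did not pass (2 higher when adjusted over the list alone; camera, adjusted p = 0.0156, and adjusted p = 0.591 with an estimated correlation). Herpud1, which clears misfolded protein, went from 104 ± 10.9 to 254 ± 30.7 CPM (SD, n = 3) in Gli1Het and from 96.3 ± 8.14 to 210 ± 22.9 CPM in Gli1Null NSCs, and the difference in response was 0.16 (standard error 0.188, interaction, adjusted p = 0.743 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes of cholesterol synthesis fell in part in both genotypes. Of 22 genes, 5 were lower in Gli1Het (4 over the list alone) and 4 in Gli1Null NSCs (6 over the list alone), with 0 higher in either, and the list as a whole was lower in Gli1Null NSCs (median -0.50; camera, adjusted p = 7.73e-08, and adjusted p = 0.367 with an estimated correlation). Fdft1, which makes squalene, fell from 183 ± 20.9 to 108 ± 20.0 CPM in Gli1Het (log2 fold change -0.77, standard error 0.145, adjusted p = 0.00374 by the same test) and from 192 ± 13.2 to 104 ± 7.36 CPM in Gli1Null NSCs (log2 fold change -0.88, standard error 0.145, adjusted p = 0.00837 by the same test). Without Gli1Het control replicate 2 and the library labelled Gli1Het cuprizone replicate 2, 3 and 10 of the cholesterol genes were lower in Gli1Het NSCs. Without Gli1Null control replicates 1, 2 or 3 and Gli1Null cuprizone replicates 1, 2 or 3, 1, 1, 1, 1, 1 and 2 were lower in Gli1Null NSCs. The call of Fdft1 in Gli1Het NSCs was lost when edgeR was fitted to the 2 groups alone (adjusted p = 0.0554, by edgeR).

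Genes of the S phase, the part of the cell cycle in which DNA is copied, were lower in Gli1Het cuprizone NSCs in 30 of 42 cases, with 0 higher and 12 not passing (33 lower when adjusted over the list alone; camera, adjusted p = 1.51e-10, and adjusted p = 0.422 with an estimated correlation). In Gli1Null NSCs 0 passed, also when adjusted over the list alone, with a median of -0.29 (camera, adjusted p = 0.000308, and adjusted p = 0.591 with an estimated correlation). Brip1, a helicase of DNA repair, fell from 36.8 ± 2.68 to 12.6 ± 4.91 CPM (SD, n = 3) in Gli1Het NSCs and was at 27.9 ± 1.33 and 22.6 ± 2.47 CPM in the Gli1Null groups (difference in response -1.26, standard error 0.340, interaction, adjusted p = 0.543 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Gli1Het control replicates 1 and 2, 19 and 13 of these genes were lower.

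Xist, the RNA that silences an X chromosome in female cells, was at 0.0728 CPM in Gli1Het control replicate 1 and at 5.45 CPM in Gli1Null control replicate 3, and between 45.7 and 408 CPM in the other 10 libraries. The sum of the Y-linked genes was 259.5 and 277.9 CPM in the former 2 libraries. On cuprizone, Xist was at 97.6, 45.7 and 72.6 CPM in Gli1Het replicates 1, 2 and 3 and at 219, 188 and 212 CPM in those of Gli1Null. Their Y-linked sums were 216, 248 and 215 CPM against 133, 140 and 104 CPM. Neither measure overlapped between the cuprizone groups, so sex balance and genotype are not separated in that comparison. The paper describes each library as a pool of a male and a female mouse.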
